A study of Homo sapiens with 6 samples. Its data were reported in "The hematopoietic stem cell MYB enhancer is essential for and recurrently amplified during T cell leukemogenesis" (2025).

How the data were processed

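Chromatin accessibility was measured by ATAC-seq (assay for transposase-accessible chromatin with sequencing), in which a transposase cuts open DNA and the cut ends are sequenced. The cells were THP-6, a human T cell acute lymphoblastic leukemia (T-ALL) line, with a degradable FKBP tag fused to the transcription factor ETS1. Per the labels, 3 libraries came from cells given the DMSO vehicle and 3 from cells given 500 nM dTAGV-1, a compound that directs the tagged protein to degradation, for 72 hours. The groups below are called DMSO and dTAGV-1, and replicate numbers are those of the labels.

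The authors deposited a peak list for each library. Per their methods, reads were trimmed with TrimGalore, aligned with Bowtie2, stripped of duplicates with Picard and of blacklisted and poorly mapped reads, and peaks were called with MACS2 on each library separately, with reads extended to 200 bp around the cut site and no control library. No genome build was stated. In the lists the authors deposited, the fold enrichment of a peak is the ratio of the read pileup at its summit to a background, with a pseudocount of 1 added to both. The deposited −log10 p-value and −log10 q-value belong to a Poisson test of the same pileup, the deposited score is a rounded −log10 q-value, and the last deposited column gives the summit's offset from the peak start. The authors' own differential test used DiffBind with DESeq2 on read counts, which were not analysed here.

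The build was worked out from the files. Of 19553 annotated starts of protein-coding genes in GRCh38 coordinates, 11211 (57.3%) lay inside a region with a peak. Of 20126 starts in GRCh37 coordinates, 1226 (6.09%) did. All positions are therefore given in GRCh38, 1-based. Gene positions came from the GENCODE annotation, in which 98.9% of exons carry a GRCh38 position, and introns are numbered in the canonical transcript. No peak coordinate was converted. Tests that need genome sequence under the peaks or element lists in GRCh38 were not made, so transcription factor motifs, the ETS1-dependent screen elements and the screen elements ranked after the H-Me were not analysed here. The H-Me, the MYB enhancer studied by the authors, was located by the interval of their 254 bp pulldown probe, chromosome 6 from 135323327 to 135323580. The study labels this interval as GRCh37 in one place and uses it with GRCh38 in another, and it was taken as GRCh38. Of the 20 bp words of the printed probe, those found on chromosome 6 of the GRCh37 sequence gave 89 matches, from 135644465 to 135644718. The flanking AHI1 exons are shifted by 321138 bp between the builds, which places the matches at the printed interval in GRCh38, and 0 of them lie at that interval in GRCh37.

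Because fold enrichment and p-value share a pileup and a background, both were recovered from them. A whole-number pileup matched the deposited −log10 p within 0.000918 in 100% of peaks of each library. The recovered background never fell below a floor that each library had for the whole genome, and above that floor it was a whole number of reads in a 10 kb window in 100% of peaks. The floor was used as the measure of depth. If a genome of 2.7 Gb is assumed, the floors correspond to 24.4 to 47.2 M reads. Pileups were scaled by the median ratio between libraries over the regions called in all 6.

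Peaks of the 6 libraries were merged into regions where they touched or overlapped by 1 bp or more, and a region was called in a library when any peak of that library overlapped it. Each value of a region in a library was the highest over its peaks there, with the background taken at the highest pileup. The summit behind a value could therefore differ between libraries. A region was termed lost when called in all 3 DMSO libraries and no dTAGV-1 library, and gained in the reverse case. Regions called in all 6 libraries were compared by rank. Their fold enrichments were converted to normal scores within each library and fitted with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Ranks were used because a fold enrichment belongs to its own list, and a change shared by every region cannot appear in them. Values per library were compared by two-sided exact permutation tests. With 3 libraries against 3 these tests cannot give a p below 0.1. Promoter regions lay within 1000 bp of an annotated start of a protein-coding transcript, and the rest were distal. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

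The recovery and the limma fits were tested on simulated data. Pileups for 58042 regions were drawn from the DMSO means with 200 regions changed 2-fold. Of the regions, 43117 counted as eligible, so the shares of changed regions found below may not apply to all 58042. The whole pileup was recovered in 99.99% of cases. The rank test found 142 (71.0%) of the changed regions and called 0 unchanged ones, and the fit on scaled pileups found 132 (66.0%) and called 1. The median standard error in the simulation of scaled pileups was 0.15 on the log2 scale, against 0.10 in the real libraries. The simulation kept the background of a region fixed when its pileup changed and gave all libraries the same enrichment. In the real libraries the background holds the peak's own reads, enrichment differed and many more regions changed. The simulated rates may therefore not carry over to the real rank test.

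Regions named in the text followed a rule set before the data were examined. They were the H-Me, regions of the MYB locus from HBS1L to AHI1, the 5 lost and the 5 gained regions with the highest median percentile of fold enrichment, the 5 largest decreases and the 5 largest increases in normal score past the threshold, and regions over annotated starts of ETS1, LYL1 and HHEX. The starts of MYB, HBS1L and AHI1 belong to the locus. The comparisons and most alternatives were also set then. Alternatives covered a stricter peak threshold, equal numbers of peaks from each library, other overlaps and windows, other scales in the limma fit, a replicate block, regions called in all 3 libraries of either group, and leaving out each library. For the regions of either group, uncalled libraries were tied at the lowest rank.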

Results

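Accessible chromatin was profiled in 3 DMSO and 3 dTAGV-1 libraries of ETS1-FKBP THP-6 cells to ask which sites depend on ETS1. The DMSO lists held 111752, 104920 and 103969 peaks. The dTAGV-1 lists held 72828, 92884 and 94223 peaks. The mean was 106880 ± 4246 (SD, n = 3) in DMSO and 86645 ± 11985 (SD, n = 3) in dTAGV-1. Every dTAGV-1 list was shorter than every DMSO list (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allows). Peaks covered 54.1 ± 2.03 Mb (SD, n = 3) in DMSO and 43.4 ± 4.79 Mb (SD, n = 3) in dTAGV-1. Leaving out dTAGV-1 replicate 1 moved the difference in peak number most, from -20235 to -13327.

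Depth was read from the genome-wide background pileup of each library. It was 2.33, 2.19 and 2.24 reads in the DMSO libraries and 3.49, 1.81 and 2.02 reads in the dTAGV-1 libraries. dTAGV-1 replicate 1 had the highest background and the shortest list. Its median fold enrichment was 5.65, and the other 5 libraries ranged from 6.60 to 6.89. The group difference in background was smaller than the spread between replicates (two-sided exact permutation p = 1, n = 3 per group) and rested on 1 library, since it changed from 0.185 to -0.342 reads without dTAGV-1 replicate 1.

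**Figure D1:**
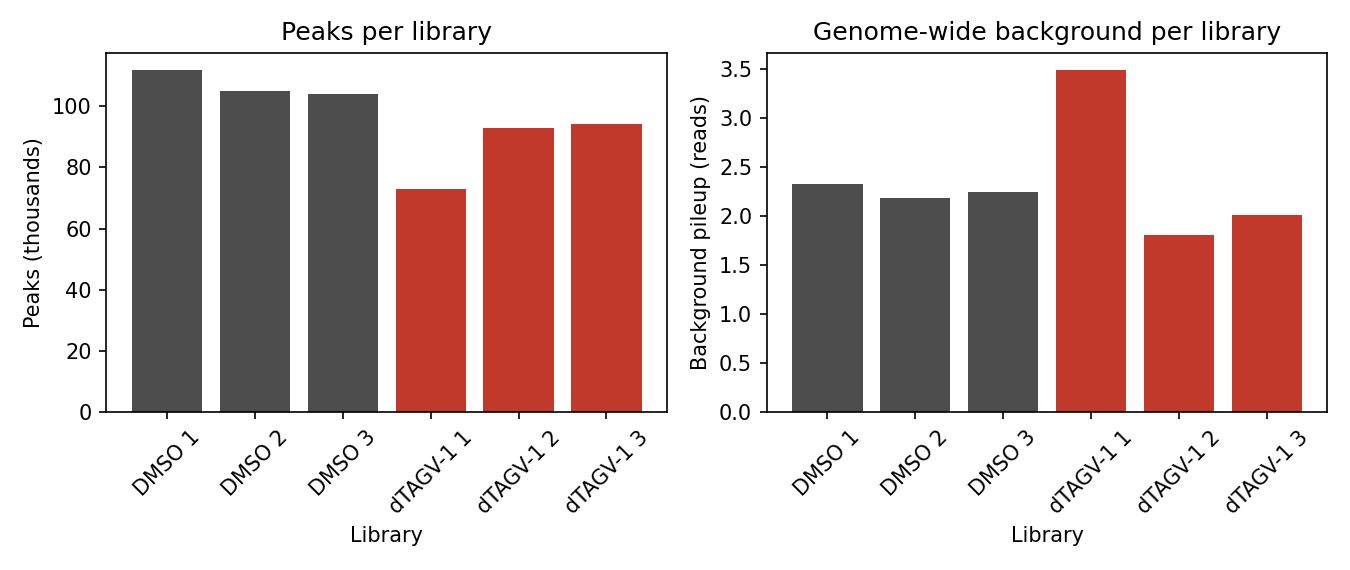
Bars give the number of peaks (left, axis in units of 1000) and the genome-wide background pileup in reads (right) of each DMSO (grey) and dTAGV-1 (red) library, with no error bars because each bar is 1 library. The dTAGV-1 lists hold 72828 to 94223 peaks and the DMSO lists 103969 to 111752, while the highest background, 3.49 reads, belongs to dTAGV-1 replicate 1.

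Libraries of the same group shared more peaks than libraries of different groups. The Jaccard index of base pairs was 0.754 ± 0.00355 (SD, 3 pairs) among DMSO libraries, 0.716 ± 0.0249 (SD, 3 pairs) among dTAGV-1 libraries and 0.604 ± 0.0205 (SD, 9 pairs) between groups. The mean within groups exceeded the mean between groups by 0.131, and 0 of the other 9 splits of the 6 libraries gave as large a difference (exact permutation p = 0.1).

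The lists merged into 144109 regions, of which 58042 were called in all 6 libraries. Of 86267 regions called in all 3 DMSO libraries, 14361 (16.6%) were lost in dTAGV-1. Of 64553 regions called in all 3 dTAGV-1 libraries, 2508 (3.89%) were gained. There were 5.73 lost regions for each gained region. The choice that moved these counts most in opposite directions was to take the same number of peaks from each library, which gave 8242 lost and 5027 gained regions. Without dTAGV-1 replicate 1 the counts were 14794 and 5876. Lost regions had a median scaled pileup of 22.3 reads and gained regions 24.5 reads, against 58.3 reads for regions called in all 6 libraries.

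The 5 lost regions with the highest percentiles all lay outside promoters. On chromosome 10 from 2541157 to 2541568, an intergenic region 525 kb from the nearest start (PFKP) had a fold enrichment at percentile 99.9 ± 0.0227 (SD, n = 3) of the DMSO lists and a scaled pileup of 72.7 ± 5.78 reads. The others lay on chromosome 18 from 47296435 to 47296871 (nearest start SKOR2), chromosome 8 from 53204329 to 53205034 (OPRK1), chromosome 9 from 71071613 to 71072147 (intron 1 of TRPM3) and chromosome 3 from 190301594 to 190302117 (CLDN1). Their mean scaled pileups were 70.3, 121, 80.3 and 96.6 reads in DMSO, and no dTAGV-1 library had a peak there. The gained region on chromosome 20 from 16793111 to 16793686 (nearest start OTOR) reached percentile 88.6 ± 14.9 (SD, n = 3) of the dTAGV-1 lists. The others lay on chromosome 3 from 40134197 to 40134769 (intron 3 of MYRIP), chromosome 10 from 91511933 to 91512254 (intron 20 of HECTD2), chromosome X from 75566559 to 75566952 (ZDHHC15) and chromosome 2 from 161002457 to 161002958 (TANK). Their mean scaled pileups in dTAGV-1 were 49.9, 41.0, 40.3 and 63.3 reads.

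Regions called in all 6 libraries were then compared by the rank of their fold enrichment. Of 58042 regions, 7208 ranked lower and 5945 higher in dTAGV-1 at a limma adjusted p under 0.05. The alternative that added most calls took regions called in all 3 libraries of either group, with uncalled libraries tied at the lowest rank, and gave 19025 lower and 20482 higher. The alternative that removed most calls was log2 fold enrichment without ranks, with 3384 lower and 742 higher, so that 18.0% of calls were higher, against 45.2% of calls by rank. With the recovered pileup in place of fold enrichment, 12765 regions were lower and 8746 higher. Both scales called 6356 regions lower and 4018 higher, while 227 regions were higher by rank and lower by pileup.

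The largest decrease in rank lay on chromosome 3 from 131608203 to 131608863, in intron 7 of CPNE4. Its percentile fell from 99.96 ± 0.0184 to 37.5 ± 21.2 (SD, n = 3 each) and its scaled pileup from 135 ± 1.90 to 18.8 ± 4.93 reads. The normal score fell by 4.04 (SE 0.245, limma adjusted p = 4.16e-06). The next decreases were on chromosome 11 from 76997345 to 76997904 (intron 6 of ACER3), chromosome 12 from 105966677 to 105967210 (intergenic, nearest start NUAK1), chromosome 2 from 219698713 to 219699213 (intergenic, SLC4A3) and chromosome 6 from 25865852 to 25866590 (intron 2 of SLC17A3). The largest increase lay on chromosome 20 from 43876445 to 43877002, an intergenic region 38.1 kb from the nearest start (TOX2). Its scaled pileup rose from 15.7 ± 2.54 to 75.5 ± 5.36 reads (SD, n = 3 each), and its normal score rose by 3.25 (SE 0.192, limma adjusted p = 4.16e-06). The next increases were on chromosome 5 from 115674792 to 115675247 (intergenic, TMED7), chromosome 20 from 1144624 to 1145113 (intron 4 of PSMF1), chromosome X from 65894100 to 65894586 (intergenic, VSIG4) and chromosome 4 from 37408140 to 37408727 (intron 3 of NWD2). The stricter peak threshold gave no value for the SLC4A3 and NWD2 regions. Otherwise these 10 regions stayed past the threshold in the same direction under the alternatives tried, with limma adjusted p from 2.25e-11 to 0.0174. Scaled pileups of the groups did not overlap at the CPNE4 and TOX2 regions.

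The H-Me was examined next because the study asked whether this element needs ETS1. Its probe fell in a region on chromosome 6 from 135322650 to 135323737, in intron 24 of the 28 introns of the canonical AHI1 transcript, a number that differs from the study's, and with its summit 142 kb from the MYB start. A peak was called there in all 6 libraries. The percentile of its fold enrichment was 49.1 ± 3.12 in DMSO and 56.4 ± 3.48 in dTAGV-1 (SD, n = 3 each), a rise of 7.34 points (two-sided exact permutation p = 0.1, the smallest possible). Other measures of the same peak went the other way. The percentile of its −log10 p was 92.8 ± 1.55 in DMSO and 81.9 ± 1.73 in dTAGV-1 (SD, n = 3 each, exact permutation p = 0.1). The percentile of its pileup was 99.6 ± 0.160 in DMSO and 87.6 ± 1.65 in dTAGV-1 (SD, n = 3 each, exact permutation p = 0.1). The pileup at its summit was 233, 218 and 217 reads in DMSO and 119, 105 and 128 reads in dTAGV-1. The scaled pileup was 210 ± 3.82 reads in DMSO and 124 ± 8.30 in dTAGV-1 (SD, n = 3 each), which was 1.70-fold lower (log2 -0.77, SE 0.075, limma adjusted p = 0.000282, against a range from 0.000282 to 0.669 over the alternatives of the rank test). The local background was 33.1 ± 0.823 reads in DMSO and 15.8 ± 1.97 in dTAGV-1 (SD, n = 3 each). In the rank test the region was not called (normal score 0.34, SE 0.185, limma adjusted p = 0.209). By mean scaled pileup the H-Me ranked 1 among the 77 regions of the MYB locus in DMSO and 6 in dTAGV-1. The study reports that THP-6 cells carry duplications of MYB with the H-Me, so copy number may add to these ranks.

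**Figure D2:**
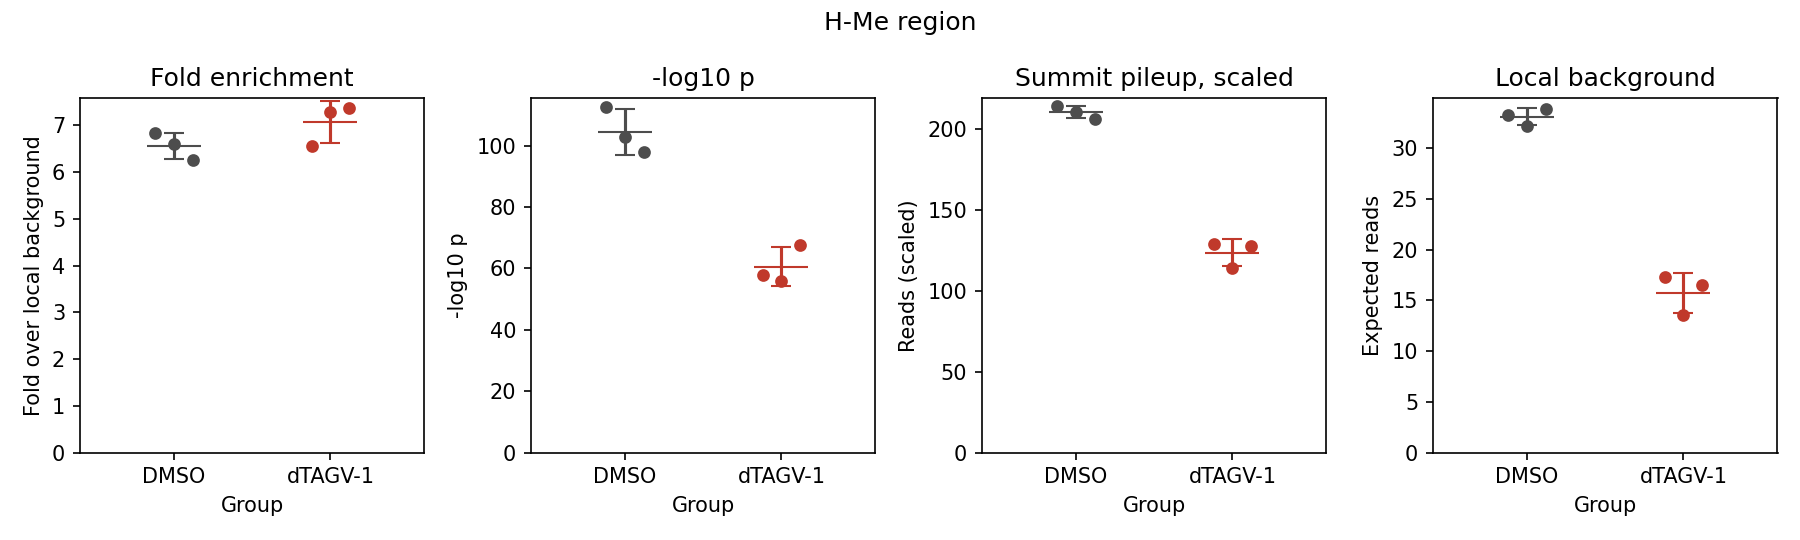
Points are single libraries, and horizontal lines with bars give the mean and SD of 3 libraries, for fold enrichment, −log10 p, scaled summit pileup in reads and local background in reads at the H-Me region. The scaled pileup of 210 reads in DMSO and 124 in dTAGV-1 and the unscaled background of 33.1 and 15.8 reads fall together, and fold enrichment does not fall.

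The MYB locus, 538 kb from HBS1L to AHI1, held 77 regions, of which 53 were called in all 3 DMSO libraries. Of these, 10 (18.9%) were lost, and 0 regions were gained. Of 28 regions called in all 6 libraries, 3 were lower and 3 higher by rank. These small counts rested on single libraries, with 1 lower without DMSO replicate 2, 6 lower without dTAGV-1 replicate 1, and 0 higher without DMSO replicate 1 or 3 (3 and 4 at an unadjusted p under 0.05). By pileup, 17 were lower and 1 was higher. The largest decrease by rank was in an intergenic region from 135173533 to 135174042, 7.55 kb from the MYB start, where the scaled pileup was 88.7 ± 3.02 reads in DMSO and 28.9 ± 7.02 in dTAGV-1 (SD, n = 3 each) and the normal score fell by 1.27 (SE 0.205, limma adjusted p = 0.000817). A lost region from 135324019 to 135324376 lay beside the H-Me, with a scaled pileup of 83.2 ± 6.68 reads (SD, n = 3) in DMSO. Its fold enrichment was near the bottom of the DMSO lists, at percentile 1.04 ± 0.414 (SD, n = 3). The region over the MYB start, from 135180384 to 135181687, had a scaled pileup of 200.02 ± 13.2 reads in DMSO and 189 ± 4.82 in dTAGV-1 (SD, n = 3 each) and was called neither by rank (limma adjusted p = 0.440) nor by pileup (limma adjusted p = 0.457), with a range from 0.0545 to 0.935 over the alternatives. Its strongest DMSO summit lay 0.738 kb from the nearest annotated start.

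**Figure D3:**
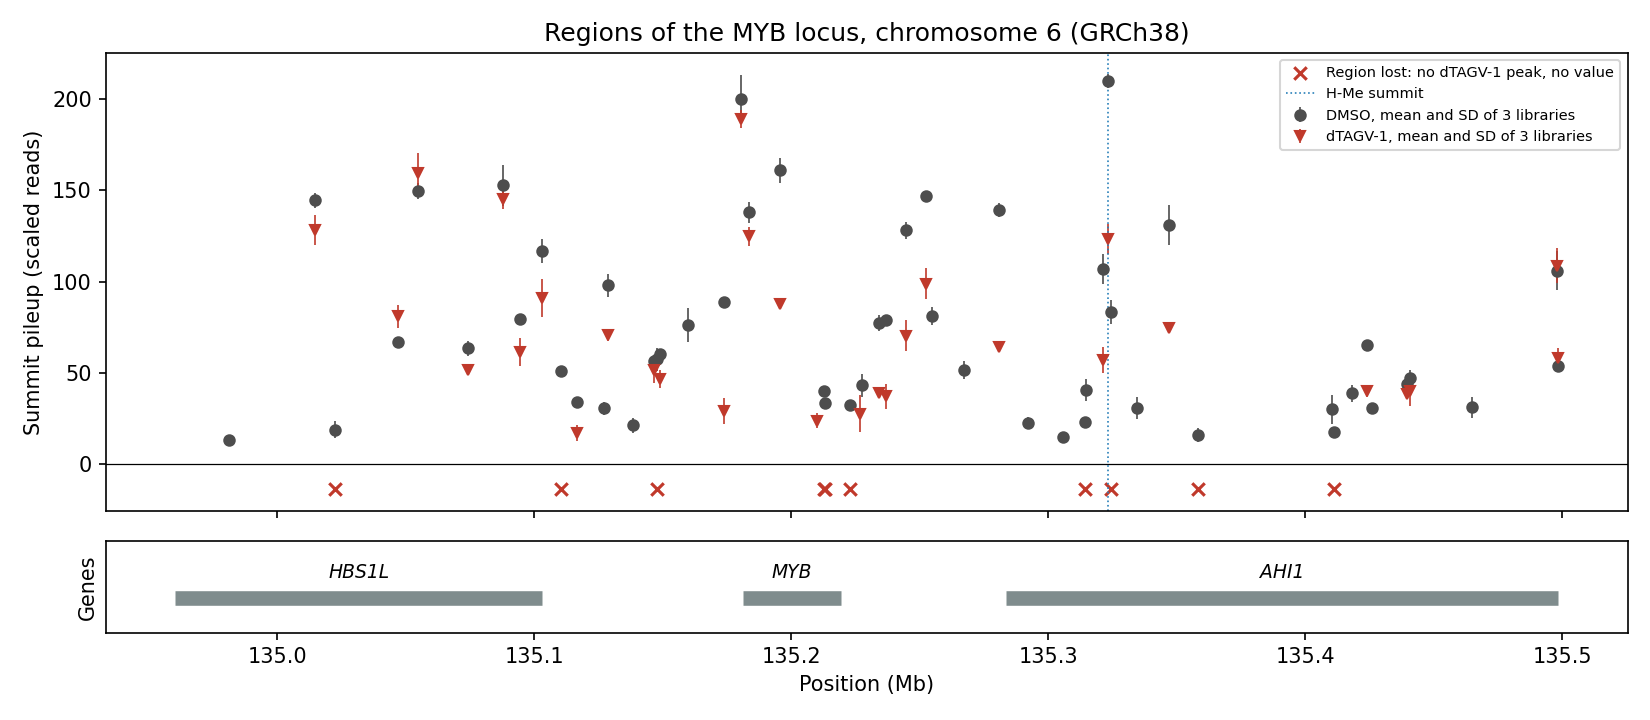
Points give the mean scaled summit pileup in reads, with SD over 3 libraries, of regions in the MYB locus by position in Mb on chromosome 6, for DMSO (grey) and dTAGV-1 (red) where all 3 libraries of the group had a peak, and crosses below the axis mark the 10 lost regions, which have no dTAGV-1 value. The region over the MYB start stays at 200.02 and 189 reads, and the H-Me, on the dotted line, falls from 210 to 124.

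Regions over transcription starts of ETS1 and of LYL1 and HHEX, which the study treats as ETS1 target genes, were compared in the same way. The region on chromosome 11 from 128521875 to 128523271 overlapped 3 of 5 annotated ETS1 starts and had a scaled pileup of 158 ± 6.22 reads in DMSO and 162 ± 5.86 in dTAGV-1 (SD, n = 3 each, limma adjusted p = 0.963 by rank). Its summit lay in intron 3 of the canonical ETS1 transcript. The canonical ETS1 start, at 128587558, lay in no region with a peak. The LYL1 region, on chromosome 19 from 13102475 to 13104838, had 145 ± 10.7 reads in DMSO and 47.0 ± 4.37 in dTAGV-1 (SD, n = 3 each). Its normal score fell by 0.87 (SE 0.182, limma adjusted p = 0.00436), although among regions called in either group, with uncalled libraries tied at the lowest rank, the score difference was 0.30 (limma adjusted p = 0.121, range over its alternatives 4.9e-05 to 0.121). The HHEX region, on chromosome 10 from 92689557 to 92691165, had 101 ± 11.02 reads in DMSO and 32.0 ± 3.23 in dTAGV-1 (SD, n = 3 each), and its normal score fell by 0.75 (SE 0.188, limma adjusted p = 0.0120). That call did not hold without DMSO replicate 2 (limma adjusted p = 0.0643) or without dTAGV-1 replicate 1 (limma adjusted p = 0.0548), and adjusted p ranged from 7.21e-05 to 0.0781 over its alternatives. At both regions each dTAGV-1 library had a lower percentile and a lower scaled pileup than each DMSO library. The strongest DMSO summits lay 1.26 kb (LYL1) and 0.839 kb (HHEX) from the nearest annotated start. These values therefore describe the regions and need not describe the starts themselves.

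Losses were set against position relative to transcription starts. Of 72325 distal regions called in all 3 DMSO libraries, 13815 (19.1%) were lost, and of 13942 promoter regions, 546 (3.92%) were lost (Fisher's exact test across regions, odds ratio 5.79). Regions are not independent replicates. Distal regions were lost more often in each of 5 bins of DMSO pileup with equal numbers of regions. In the lowest bin, 37.998% of distal and 29.1% of promoter regions were lost (Fisher's exact p = 1.71e-05). In the highest bin, 1.16% and 0.0911% were lost (Fisher's exact p = 7.15e-22). Promoter regions made up 14.2% ± 0.506 of DMSO peaks and 17.1% ± 1.93 of dTAGV-1 peaks (SD, n = 3 each, two-sided exact permutation p = 0.1). With equal numbers of peaks from each library that difference shrank from 2.88 to 0.506 percentage points, and without dTAGV-1 replicate 1 it was 1.77 points.

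**Figure D4:**
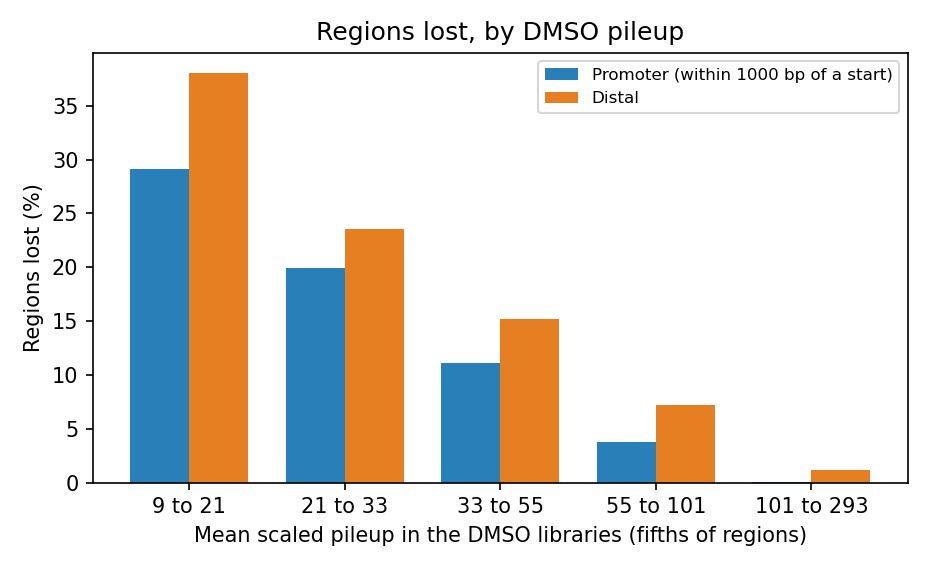
Bars give the share of regions lost in percent among promoter (blue) and distal (orange) regions called in all 3 DMSO libraries, in 5 bins of mean scaled DMSO pileup in reads with equal numbers of regions. The share falls with pileup and is higher for distal regions in each bin, from 37.998% against 29.1% in the lowest to 1.16% against 0.0911% in the highest.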

Values the study reported

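The study reported that accessibility of the H-Me dropped about 4.9-fold once ETS1 had been degraded.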

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

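The alternatives for the MYB locus counts and the promoter share, the fits without single libraries for background, similarity and promoter to distal losses and the H-Me pileup corrected for positions counted once were chosen after the data were seen. Alternatives for the motifs, the screen elements and the elements ranked after the H-Me were not run, since neither peak sequence nor lists in GRCh38 were used here.

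Peak number, similarity and the excess of distal over promoter losses kept their direction under each alternative tried. Across the 6 fits that each left out 1 library, the difference in peak number ranged from -24024 to -13327, the similarity difference from 0.117 to 0.146 and the promoter to distal difference from 15.5 to 17.9 points. The background difference ranged from -0.342 to 0.5002 reads and turned negative without dTAGV-1 replicate 1. The promoter share difference ranged from 1.77 (without dTAGV-1 replicate 1) to 3.51 points and was 0.506 with equal numbers of peaks. With equal numbers, lost regions were 8242, gained regions 5027 and lost regions of the MYB locus 4, and the cause follows from the construction, which drops the weakest peaks of the longer lists, most from DMSO. Leaving out 1 library gave 14794 to 17955 lost regions, 2853 to 5876 gained regions, with the highest count without dTAGV-1 replicate 1, and 10 to 13 lost regions in the locus.

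In the rank test, regions lower and higher in dTAGV-1 were 3384 and 742 on log2 fold enrichment without ranks and 19025 and 20482 among regions called in all 3 libraries of either group, and regions lower were 12765 by scaled pileup. Leaving out 1 library gave 5397 to 8162 lower and 4022 to 7025 higher. In the MYB locus, regions lower were 10 by rank of −log10 p, 17 by pileup and 6 with either group, and regions higher were 1, 1 and 11, with 0 on log2 fold enrichment (1 at an unadjusted p under 0.05). Leaving out 1 library gave 1 (without DMSO replicate 2) to 6 (without dTAGV-1 replicate 1) lower and 0 (without DMSO replicate 1 or 3) to 3 higher in the locus (3 to 4 higher at an unadjusted p under 0.05). With either group, uncalled libraries were tied at the lowest rank, at 62502 values in dTAGV-1 and 13155 in DMSO, which raises the ranks of the other regions in dTAGV-1. Among regions called in all 6 libraries, that fit called 5101 lower and 13767 higher, so its counts and directions follow in part from the ties. The cause of the other changes was not tested.

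The H-Me reversed. Its percentile difference of 7.34 points was 12.5 over regions called in all 6 libraries and 5.34 to 8.99 when 1 library was left out. By percentile of −log10 p it was -10.8. On the log2 scale it was -0.77 by scaled pileup and -1.05 after correction for positions counted once. As a normal score in limma it was -0.50 by rank of −log10 p (adjusted p = 0.0126) and 0.45 with either group (adjusted p = 0.0424), over a range from 0.000282 to 0.669 across the alternatives. Among regions over starts, the called LYL1 region, which ranks low in each list, reversed from -0.87 to 0.30 with either group. The other reversals were of regions not past the threshold. MYB gave -0.078 by pileup, HBS1L -0.024 and AHI1 -0.10 on log2 fold enrichment, and ETS1 0.031 by rank of −log10 p, 0.036 by pileup and 0.18 with either group. Without 1 library AHI1 ranged from -0.053 (without DMSO replicate 1) to 0.24 and ETS1 from -0.15 to 0.11, positive without dTAGV-1 replicate 2 or 3. The stricter peak threshold gave no value for LYL1 and for the regions near SLC4A3 and in NWD2. LYL1 on log2 fold enrichment, and HHEX on log2 fold enrichment and with either group, kept their direction but were not past the threshold. HHEX ranged from -0.90 to -0.64 without 1 library, and its adjusted p was 0.0643 without DMSO replicate 2 and 0.0548 without dTAGV-1 replicate 1, in a range from 7.21e-05 to 0.0781. Apart from the ties with either group, the cause was not tested. Apart from the fits without 1 library, the named regions gave 143 unchanged comparisons, 9 reversals, 3 weaker calls and 1 stronger call. For regions compared in limma, unchanged means the same direction and side of the threshold. For the 5 lost and 5 gained regions, it means only that they stayed lost or gained under other peak settings. Those comparisons have no adjusted p, and these regions were chosen for high percentiles.

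The replicate numbers did not pair the libraries. Deviations from the group means correlated at -0.109, -0.004 and -0.074 across regions for the 3 same-numbered pairs. With the replicate block in limma, 7323 regions were lower and 5888 higher, and 3 and 2 in the MYB locus. The 10 regions named for their change in rank, and the LYL1 and HHEX regions, stayed past the threshold under the block.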

Other observations

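The tests of read number for lost regions, of the neighbours of the H-Me and of gained regions, of the shortest list, of levelling over pairs able to show it, and the correction for positions counted once were chosen after the result was seen. The degradation of ETS1 is the difference that the design names, and it stays open as an untested explanation of each group difference here.

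Only 1 of the 10 splits of the 6 libraries, the real one, gave as many regions called in all libraries of a side and none of the other. The other 9 gave 343 to 818 such regions, against 16869. Likewise 1 of the 10 splits gave as many regions past the threshold in the rank test. The other 9 gave 0, against 13153 in the real split. At an unadjusted p under 0.05 the other 9 gave 699 to 1743 regions, against 20119. With 10 splits the share cannot fall below 0.1, so the share alone cannot tell chance in how the libraries were grouped apart from an effect. The sizes of both counts in the real split lay far outside the range of the other 9. Each of those 9 mixes both groups on either side, so a separation of the libraries by group lowers their counts by construction. The gap in size shows that the libraries separate along the labels. It is not a further test beyond the share, and it does not say what separates the groups.

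Regions lost outnumbered regions gained 5.73 to 1. Fewer reads in dTAGV-1 libraries would remove regions near the calling threshold. Among regions whose mean pileup in the group that had them was at least 2 times the pileup needed in each of the 6 libraries, 2564 were lost (17.9% of those lost) and 261 gained (10.4% of those gained), which is 9.82 lost for each gained region. This argues against read number as the whole cause, and it remains open for the weaker regions. With equal numbers of peaks from each library there were 1.64 lost regions for each gained one, so the size of the excess depends on how many peaks each list holds. The weak enrichment of dTAGV-1 replicate 1 may add to the excess, since without it there were 2.52 lost regions for each gained one, but the excess stayed.

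dTAGV-1 replicate 1 had the fewest peaks. Fewer reads would lower its background, yet that background, 3.49 reads, was the highest of the 6. Its pileup scale relative to its background was 0.606, against 1.07 to 1.17 in the other 5 libraries, which is consistent with a larger share of its reads lying outside peaks. No biological explanation was tested for this library.

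The scaled pileup at the H-Me was 1.70-fold lower in dTAGV-1. That is a smaller change than the value quoted from the study above. Fold enrichment at the H-Me did not fall because its local background fell by 0.92 on the log2 scale, a little more than the pileup. Both other regions called in all 3 DMSO libraries within 5 kb of its summit, 2 of 2, were lost or lower by pileup. The region from 135321075 to 135321584 changed by log2 -0.92 by pileup (limma adjusted p = 0.000748) but not by rank (normal score 0.026, limma adjusted p = 0.929). The lost one had its fold enrichment at percentile 1.04 ± 0.414 (SD, n = 3) of the DMSO lists. That is near the bottom of the lists, so its missing calls are weak evidence of closing. By pileup the H-Me itself changed by log2 -0.77. With no control library, the 10 kb background window also holds the reads of the H-Me itself, so its own loss lowers its background. A candidate explanation for the rest is that neighbouring peaks inside that window lost reads too. The 2 parts were not separated. Fold enrichment may therefore understate losses, and more so where neighbours close together.

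A further candidate explanation for the smaller change is that pileups level off, since at most 400 read positions can cover a base if identical positions are counted once. The log2 pileup ratio between 2 libraries of a group was compared between the top 1% of regions and the middle. In 1 of 6 pairs the middle ratio was 0, so it could not come nearer to 0, and it moved away by 0.058 at the top. In the other 5 pairs it came nearer, by 0.0654 on average with an SD of 0.046, which is consistent with some levelling. Over all 6 pairs the mean was 0.0448 with an SD of 0.065, the pairs share libraries, and the pair that moved away by a like amount shows that ratios also shift with pileup for other reasons, so this stays a hypothesis. After a correction that assumes it, the H-Me was 2.07-fold lower, still a smaller change. The authors' test used read counts, which were not analysed here.

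Distal regions were lost more often than promoter regions. Higher pileups at promoters would explain this if the shares were equal within bins of pileup. The gap was at least 1.07 percentage points in each of the 5 bins, up to 8.91, which argues against pileup as the whole cause. Distal regions also rose more often. Among regions called in all 6 libraries, 17.9% of distal and 4.97% of promoter regions were higher by pileup, and 25.6% and 9.23% were lower. Distal regions thus changed more often in both directions, and the excess is not specific to losses. A dependence of distal sites on ETS1 stays open.

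Lost distal regions lay slightly nearer to each other than drawn ones. Of 13815, 53.4% had another within 50 kb, against 51.5% ± 0.470 (SD) in 1000 draws among distal regions of the same chromosome and pileup bin (permutation p = 0.001, the smallest these draws can give). The excess may reflect local domains that close together. Elements split into several peaks could give the same excess, and that was not tested.

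Gained regions could be peaks uncovered by a falling background beside elements that closed. For each gained region with a higher neighbour within 5 kb, 1.25 gained regions had a lower one. Among 36531 unchanged regions this ratio was 1.66 (Fisher's exact p = 0.00252). But 11.1% of gained and 6.70% of unchanged regions had a lower neighbour, and 8.93% and 4.03% a higher one. The ratio goes against this explanation and the share near lower regions goes with it, so it stays open.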
